A study of Mus musculus with 2 samples.

How the data were processed

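Total RNA-seq was carried out on 2 hindbrains of mouse embryos at 14.5 days of gestation. Per the labels' protocols, RNA was extracted with the mirVana kit, 10 ng of RNA longer than 200 nt entered each library, and spike-in RNAs were added. A linked general protocol bears the name SmartSeq, while the assay is titled total RNA-seq, and no other detail of library preparation was used here. The labels call each sample a single hindbrain and also give its sex as pooled. Both replicates form 1 group.

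Per the file headers and the accompanying description of each library, reads were assigned by the authors to the mm10 assembly with annotation M4, separately for each replicate. The aligner, the quantification tool, their versions and the strand setting are not given in the sources used here. The deposited expected counts are estimated reads per gene or transcript, not normalised by the authors, and need not be whole. The deposited TPM values were scaled by the authors over all features of the file, which include 96 spike-in sequences and 26248 features with numeric identifiers, so a share taken by spike-ins lowers every gene's TPM. The deposited FPKM values were scaled by the authors by length and total reads. The deposited credibility bounds and posterior standard deviations, used as score values, come with the authors' estimate, and the level of the interval is not stated in the file. The bounds surround the posterior mean, so the deposited TPM can lie outside them. The deposited percentage of a gene held by each transcript was not used; shares were recomputed from TPM.

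The files list 69691 features, 43346 of them genes. Symbols were matched on identifiers without version for 42462 genes and not for 884. Coordinates, gene types and transcript names came from GENCODE M21, which uses GRCm38, the same assembly as mm10; gene models can differ from M4. Where a symbol occurred more than once, the copy with the higher mean was used.

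Detection was set at a TPM of at least 1 in both replicates. Log2 values used a pseudocount of 1, and ratios are replicate 2 over replicate 1, which understates changes of low genes. The exact two-sided binomial test compared rounded expected counts of genes with a mean of at least 10, scaled by the gene total of each library, with Benjamini-Hochberg adjustment and a threshold of 0.05. It asks whether the libraries differ by more than counting noise. With a chi-square of 12.7 per gene they did; that they are 2 replicates rests on the labels. For each list the median log2 ratio was set against 10000 random lists of the same size, matched on mean expression in 50 bins, and called outside below percentile 2.5 or above 97.5. This describes the libraries and is not a test across replicates. Reads without molecular identifiers are not independent molecules, so floors and intervals cover counting error only.

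The design, the alternatives, the 31 lists given by symbol and the patterns for 3 further lists (mitochondrially encoded, ribosomal protein and histone genes) were fixed before the data were examined. The ribosomal pattern was adjusted afterwards to take in Rpsa and the Rplp genes and leave out Rps19bp1. Results for some genes that the rule below takes are not reported here. The list members Sox2ot and Rmst had no matching identifier. Lists of midbrain, multiciliated and age-declining genes were added after the data were first examined and before their own values were looked at. Genes were named by a fixed rule. It took the 4 members of each list with the highest mean TPM, all sex-linked, noradrenergic and cholinergic members, Hox genes with at least 1 TPM, and the 10 most abundant genes. It also took the 10 highest and 10 lowest log2 ratios among genes with a mean count of at least 100 and separate intervals, and the 5 largest changes of main transcript share among genes with at least 10 TPM.

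Alternatives were FPKM, the posterior mean, and TPM without mitochondrial RNA, spike-in RNA and genes annotated as ribosomal RNA. The annotated ribosomal RNA outside the mitochondrial class held 0.0034% of all TPM on average. Further alternatives were other detection limits, pseudocounts of 0.1 and 0.01, other filters, TMM factors (edgeR 4.0.16), DESeq2 1.42.0 size factors and spike-in scaling. A 2-fold minimum and each replicate alone were also tried. The median log2 ratio of genes with at least 1 TPM was 0.02 with TMM-scaled counts and 0.11 with spike-in scaled counts. Calculations used R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The binomial test was tested on simulated data for 17664 genes, 200 of them changed. It called 62% of genes changed 1.5-fold, 82% of those changed 2-fold, 96% of those changed 4-fold and 0.034% of unchanged genes. The real libraries differed by more than counting noise, with a chi-square of 12.7 per gene. The simulated rates therefore do not give the rates of detection or of false calls in the real libraries.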

Results

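Total RNA from the hindbrain of mouse embryos at 14.5 days of gestation, strain B6NCrl, was sequenced in 2 libraries. The hindbrain is the part of the embryonic brain that forms the cerebellum, pons and medulla. Each library was made from 1 hindbrain of 1 pup, per the labels, and the pups were collected on 2 dates, so collection date and replicate cannot be told apart. The labels give both samples the same group, and no second condition was analysed here. Both samples also carry the same donor identifier, so that they come from 2 embryos rests on the pup and date labels alone. The data therefore describe what this tissue expresses and how far 2 replicates differ. The p-values between them ask only whether these libraries differ by more than counting noise, and such a difference may be technical. The libraries held 34929425 and 33510896 expected counts, the authors' estimates of reads per feature, spike-in RNAs included. A gene with no count could lie at up to 0.0859 CPM in replicate 1 and 0.0895 CPM in replicate 2, the level of 3 counts, and this floor covers counting error only. Levels are given as TPM, a length-normalised share of all transcripts, as mean ± SD over the 2 replicates (n = 2).

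The most abundant transcripts included cytoskeletal, mitochondrial and globin transcripts. Tuba1a, an alpha-tubulin of growing neurons, had the highest mean level, 12575 TPM in replicate 1 and 13760 TPM in replicate 2. Actb, which encodes beta-actin, stood at 6048 ± 37.9 TPM, and the mitochondrial genes mt-Atp8 and mt-Atp6 at 7035 ± 18.7 and 6806 ± 4.87 TPM. Hba-a2, an adult alpha-globin of red blood cells, reached 5818 ± 681 TPM, and the mitochondrial ribosomal RNA mt-Rnr2 4888 ± 297 TPM. The other 4 of the 10 most abundant genes were Gm42418, Gm28437, Rn7s1 and Rn7s2. Rn7s1 and Rn7s2, copies of the 7SL RNA of the signal recognition particle, had nearly equal values, 7476 ± 1119 and 7474 ± 1116 TPM. Their deposited credibility intervals were wide, 3111 to 14143 TPM for Rn7s1 in replicate 1, and reads shared between copies leave their levels uncertain. The same holds for Gm28437, an unprocessed pseudogene with an interval of 2872 to 10991 TPM in replicate 1, and for mt-Atp6, with 4820 to 9146 TPM. Protein-coding genes took 81.6% ± 1.28 of all TPM and spike-in RNAs 7.94% ± 0.301.

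A TPM of at least 1 was reached by 15840 genes in replicate 1 and 15497 in replicate 2. Both replicates shared 15088 of them, 13429 of which are annotated as protein coding, and 1161 genes passed in a single replicate. Of 479 measured members of 34 gene lists, 378 reached this level in both replicates.

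The Hox genes, which encode transcription factors that set position along the body axis, reached 1 TPM in paralog groups 1 to 9 and not in groups 10 to 13. Of 39 Hox genes, 23 had at least 1 TPM in both replicates: 13 of 15 in paralog groups 1 to 5 and 10 of 24 in groups 6 to 13. Hoxa5 was the highest at 141.6 ± 0.304 TPM, followed by Hoxb5 at 118.6 ± 8.06, Hoxc4 at 65.8 ± 7.47 and Hoxb6 at 64.6 ± 9.62 TPM. Summed over each paralog group, levels peaked in group 5 at 282.3 ± 12.0 TPM, stood at 104.8 ± 13.7 TPM in group 6, and were 15.2 ± 6.95 TPM in group 9. The 12 genes of groups 10 to 13 had at most 0.3 TPM and 11 expected counts in any library. The median log2(TPM + 1) of groups 1 to 5 exceeded that of groups 6 to 13 by 4.15 ± 0.0339. This was many times the spread between replicates, and no test was made. In groups 6 to 13, 14 of 24 genes lay below 1 TPM in both replicates, so their median, 0.105 TPM, fell among undetected genes. The difference therefore reflects the undetected genes and does not compare the levels of detected ones. In coordinates of GRCm38 (mm10), 8 of 11 measured genes reached 1 TPM in the Hoxa cluster (chromosome 6) and 8 of 10 in the Hoxb cluster (chromosome 11, 96194316 to 96368256). The counts were 4 of 9 in the Hoxc cluster (chromosome 15, 102921103 to 103036852) and 3 of 9 in the Hoxd cluster (chromosome 2, 74668310 to 74765142).

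Forebrain genes were low. Of 17 forebrain transcription factors, 1 reached 1 TPM in both replicates, and 0 to 5 were detected under the other settings tried. Among 11 genes of the midbrain-hindbrain boundary, 8 did, led by Gbx2 at 33.4 ± 0.113 TPM, Pax8 at 22.9 ± 4.67, Pax2 at 16.4 ± 1.65 and Otx2 at 15.2 ± 1.39 TPM. Hindbrain segmentation genes reached 1 TPM in 9 of 11 cases. The highest were Meis1 at 141.3 ± 1.81 TPM and Pbx3 at 128.6 ± 7.74 TPM, both cofactors of Hox proteins.

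Progenitor, cerebellar and neuronal genes were detected. Fabp7, a fatty acid binding protein of radial glia, stood at 1826 ± 29.4 TPM and the intermediate filament gene Vim at 366.3 ± 4.91 TPM. All 14 proliferation genes reached 1 TPM in both replicates, with Pcna at 92.0 ± 6.53 and Cdk1 at 68.6 ± 4.53 TPM. All 15 pan-neuronal genes did, with Tubb3 at 1390 ± 51.7 and Gap43 at 1263 ± 146 TPM. Of the rhombic lip and granule lineage genes, which mark the origin of cerebellar granule neurons, 14 of 17 did, led by Mab21l1 at 101.3 ± 11.2 TPM. Of the Purkinje and GABAergic cerebellar genes, 12 of 15 did, led by Pcp4 at 291.4 ± 26.3 TPM. Hindbrain neuron class factors passed in 18 of 21 cases, with Pou4f1 at 37.1 ± 1.92 TPM.

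Markers of each transmitter class were detected at different levels. Slc17a6, a vesicular glutamate transporter, stood at 91.5 ± 14.7 TPM and Gad1, a GABA-synthesising enzyme, at 81.9 ± 17.6 TPM. Slc18a2, which loads monoamines into vesicles, had 14.8 ± 1.40 TPM and Tph2, an enzyme of serotonin synthesis, 7.00 ± 2.43 TPM. The noradrenergic genes were lower, with Th at 4.91 ± 1.71, Dbh at 2.41 ± 0.785 and Slc6a2 at 2.06 ± 0.997 TPM. In the cholinergic and motor neuron list, Prph stood at 60.7 ± 1.62, Slc18a3 at 19.8 ± 2.05, Slc5a7 at 8.72 ± 1.29 and Chat at 1.91 ± 0.233 TPM.

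Glial and non-neural cell types also contributed RNA. All 11 oligodendrocyte lineage genes reached 1 TPM in both replicates, with Olig1 at 84.8 ± 15.5 TPM, as did 6 of 7 astrocyte genes, with Aldoc at 229.5 ± 12.5 TPM. Ttr, the transthyretin gene of the choroid plexus, stood at 1459 ± 517 TPM. All 8 endothelial, 5 pericyte, 10 microglial, 10 erythroid and 8 meningeal or fibroblast genes passed, with Cldn5 at 94.7 ± 2.38, Rgs5 at 19.9 ± 1.10, C1qb at 40.3 ± 2.73 and Col3a1 at 284.0 ± 33.8 TPM. Cartilage and skeletal muscle genes passed in 2 of 7 cases, Col2a1 and Acta1, and cranial ganglion or Schwann cell genes in 3 of 5. Xist, the noncoding RNA that coats the inactive X chromosome of female cells, had 2.25 and 2.6 expected counts, below the 3-count floor in both libraries. The Y-linked genes Ddx3y (24.2 ± 1.27 TPM), Eif2s3y (52.7 ± 10.9), Kdm5d (17.4 ± 0.460) and Uty (13.9 ± 0.856) were present in both, whereas the labels describe the sex as pooled.

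The 2 replicates had similar profiles. Across 43346 genes the log2(TPM + 1) values had a Pearson correlation of 0.994 and a Spearman correlation of 0.950; genes are not independent replicates, so no p is given. Of 15661 genes with a mean of at least 1 TPM, 98.5% lay within 2-fold and 239 beyond, and of 9534 genes with at least 10 TPM, 22 lay beyond. The SD of the log2 ratio was 0.35 over the 15661 genes and 0.16 over 62 spike-in RNAs with a mean count of at least 10, and the SDs estimated from the median absolute deviation lay closer, at 0.192 and 0.135.

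**Figure D1:**
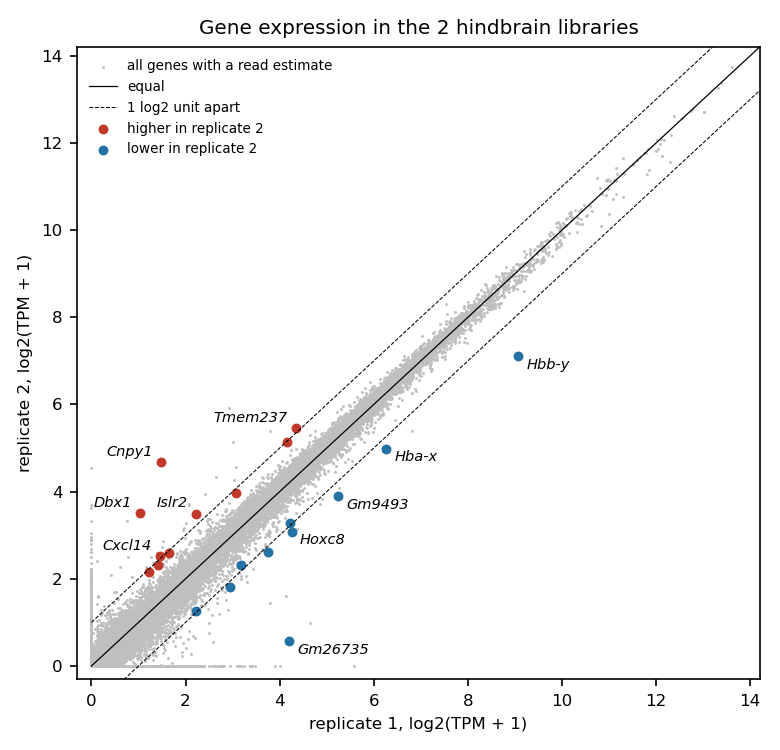
Each point is a gene, with log2(TPM + 1) in replicate 1 on the horizontal axis and in replicate 2 on the vertical axis. Red and blue points are the 10 genes with the highest and the 10 with the lowest log2 ratios taken by the rule for named genes, and dashed lines lie 1 log2 unit from equality.

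The libraries nevertheless differed by more than counting noise. An exact two-sided binomial test of the rounded expected counts, with Benjamini-Hochberg adjustment, called 5990 of 17664 genes, 33.9%, with 2751 higher and 3239 lower in replicate 2. It compares these libraries, not conditions. The split depended on scaling: 45.9% of calls were higher in replicate 2 with the total count, 58.7% with TMM factors, 55.8% with DESeq2 size factors and 80.8% with the spike-in total. A difference of at least 2-fold was shown by 521 genes, 122 higher and 399 lower.

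Gene lists moved in both directions between the replicates. Of 34 lists, 17 had a median log2 ratio outside the central 95% of 10000 random lists matched on mean expression alone. For lists of genes that move independently, 1.7 would be expected. Genes of a list can move together, which random lists do not carry, so 1.7 is not the number expected between ordinary replicates. Of 7 choroid plexus genes, 6 were lower in replicate 2, and Kl, named after its values were seen, was higher. The list median was -0.65, and Ttr went from 1825 TPM in replicate 1 to 1094 TPM in replicate 2. All 11 tested Hox genes of groups 6 to 13 were lower (median -0.10), and so were 10 of 15 in groups 1 to 5 (median -0.15), 12 when adjusted over the list alone. Random lists matched to groups 6 to 13 mostly hold unexpressed genes, and the central 95% of their medians ran from 0 to 0. Over the members with a mean of at least 1 TPM the median was -0.28, below all 10000 random lists. Of 8 meningeal or fibroblast genes, 6 were lower (median -0.25), among them Col1a1 and Col1a2. Of 82 cytosolic ribosomal protein genes, 79 were lower and 1 higher (median -0.20), 80 and 1 when adjusted over the list alone. All 3 tested structural RNAs without a poly(A) tail, Rn7sk, Rpph1 and Rmrp, were lower, and the list median was -0.40 over all 6 members, of which the other 3 had at most 3 counts. The replication-dependent histones stood at percentile 1.35 (median -0.08, 7 lower and 1 higher of 36 tested) but inside the central range, at 3.06 to 3.74, with TMM-scaled or spike-in scaled counts or a pseudocount of 0.1, and their median ran from -0.04 to -0.13 over the settings.

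The other lists outside the central range had higher medians in replicate 2. Of 15 Purkinje and GABAergic cerebellar genes, 9 were higher and 3 lower (median 0.29, but 0.42 with TMM-scaled counts and 0.51 with spike-in scaled counts), with Foxp2 at 17.8 and 27.4 TPM in replicates 1 and 2. The rhombic lip and granule lineage had 6 higher and 2 lower of 17 (median 0.22). Of 14 proliferation genes, 9 were higher and none lower (median 0.32), 10 when adjusted over the list alone, with Mcm6 at 51.0 and 66.9 TPM. The neural progenitors had 5 higher and 3 lower of 15 (median 0.16), 6 and 4 when adjusted over the list alone, and stood at percentile 97.45 with a pseudocount of 0.1, inside the central range. The fast transmitter list had 5 of 8 higher (median 0.26), the serotonergic list 4 of 6 (median 0.40), and all 3 noradrenergic genes were higher (median 0.60), none lower in these 3 lists. Of 11 oligodendrocyte lineage genes, 6 were higher and none lower (median 0.30). The erythroid list had a median of 0.20 but a mean of -0.13, with 6 genes higher and 2, Hbb-y and Hba-x, lower of 10. In the cranial ganglion list 1 of 5 genes was called higher (median 0.31, but 0.48 with a pseudocount of 0.1), and the list stood inside the central range, at percentile 95.2, with TMM-scaled or spike-in scaled counts.

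The other 17 lists lay inside the central 95% in the main setting. Among them the endothelium had a median of 0.04, the pericytes -0.01 and the microglia -0.04, with 2, 1 and 2 genes lower and none higher. The pan-neuronal list (median 0.06) had 4 higher and 4 lower of 15, or 4 and 5 when adjusted over the list alone. The boundary list (median 0.07) had 3 higher and 2 lower, the segmentation list (0.05) 2 and 3, and the hindbrain neuron class list (-0.08) 1 and 7. The astrocyte list (0.15) had 3 higher and 2 lower, and the hypoxia list (0.11) 1 and 1, or 1 and 0 when adjusted over the list alone. The immediate early and heat shock list (0.02) and the cholinergic list (-0.06) each had 1 higher and 1 lower, and the cartilage and muscle list (-0.03, and -0.07 to -0.30 under the other settings) 1 lower. With medians of 0.00, the forebrain list had 2 genes higher and the sex-linked list 2 lower. The mitochondrially encoded genes (median -0.02) had 1 higher and 11 lower of 13, and the replication-independent histones (-0.02) 1 and 4 of 7. The medians of the endothelium, pericyte, microglia, immediate early, mitochondrial and replication-independent histone lists had the opposite sign with TMM-scaled or spike-in scaled counts. That of the sex-linked list was -0.07 with the former and 0.02 with the latter, and that of the boundary list ran from -0.03 over members with a mean of at least 1 TPM to 0.19 with a pseudocount of 0.1. The long noncoding RNAs (median -0.08) had 6 of 10 tested genes lower, and their percentile of 6.14 became 1.13 to 2.15, outside the central range, with TMM-scaled or spike-in scaled counts, a pseudocount of 0.1 or members of at least 1 TPM alone. Calls follow scaled counts, and TPM gave some called genes the other direction: by TPM the called genes were 3 higher and 9 lower in the mitochondrial list, 1 and 5 in the long noncoding, 2 and 6 in the neuron class, 6 and 2 in the progenitor, 5 and 3 in the pan-neuronal and 1 and 1 in the sex-linked list. In every list not given with a second count, adjustment over the list alone called as many genes as adjustment over all genes tested.

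**Figure D2:**
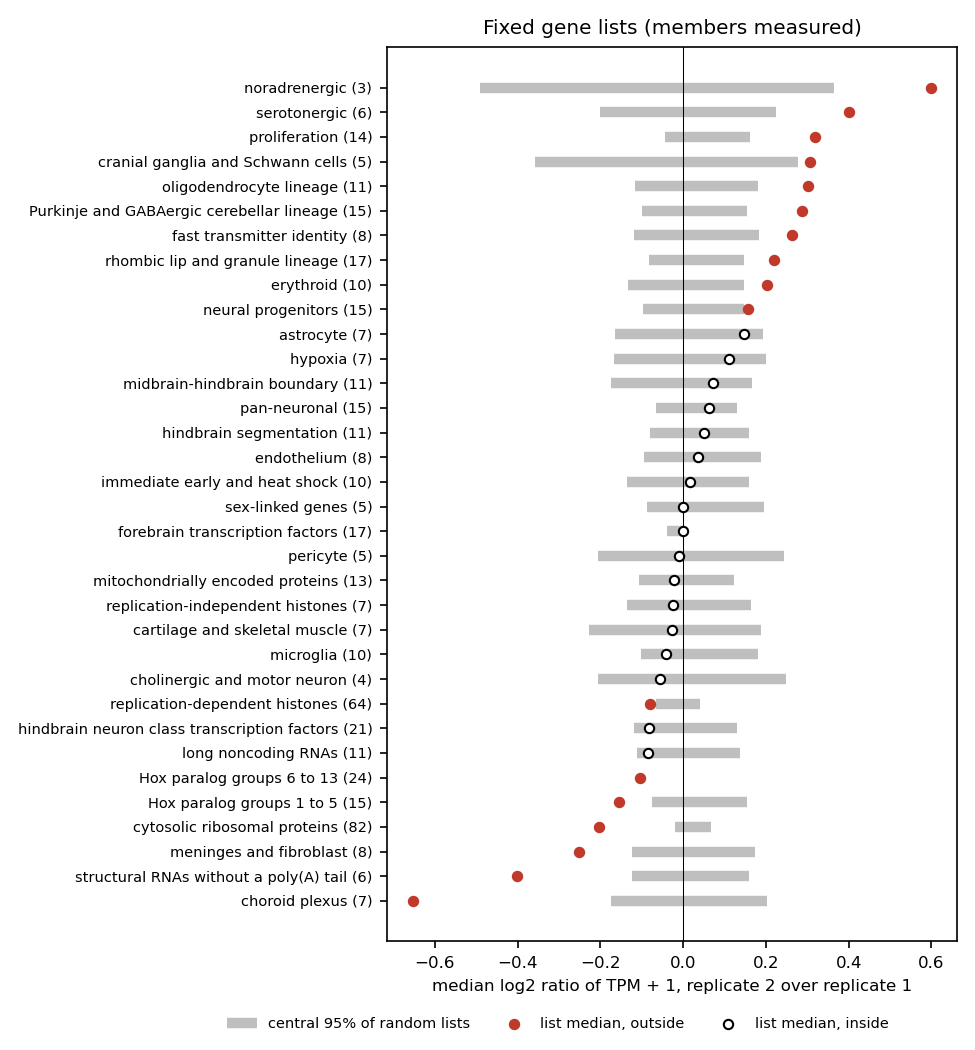
Median log2 ratio of TPM + 1, replicate 2 over replicate 1, for each of the 34 lists, with the number of measured members in brackets. Grey bars span the central 95% of 10000 matched random lists; filled points are the 17 lists outside it and open points the 17 inside it. The bar of the Hox groups 6 to 13 has no width, from 0 to 0.

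The genes with the largest differences included markers of brain regions and of developmental stage. Among 3655 genes with a mean count of at least 100 and credibility intervals that did not overlap, the 10 highest and 10 lowest log2 ratios on the TPM + 1 scale were taken. Highest in replicate 2 was Cnpy1 (ENSMUSG00000044681.14, chromosome 5, 28200819 to 28245806), a gene of the midbrain-hindbrain boundary, with 1.79 TPM in replicate 1 and 24.7 in replicate 2 (log2 ratio 3.20). Dbx1 (ENSMUSG00000030507.6, chromosome 7, 49631499 to 49636849), a homeobox gene of ventral interneuron progenitors, had 1.06 and 10.4 TPM (2.47). The boundary gene En1 (ENSMUSG00000058665.8, chromosome 1, 120602418 to 120607992) had 2.13 and 5.05 TPM (0.95), and Lhx9, of the rhombic lip list, 7.40 and 14.7 TPM (0.90). Islr2 (1.26), Tmem237 (1.11), Cxcl14 (1.06), Xlr3b (0.99) and the antisense gene Zfhx2os (0.92) were also higher. The strand used in counting is not given in the sources used here, so Zfhx2os cannot be separated from its partner on the other strand.

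Lower in replicate 2 were the embryonic globins Hbb-y (ENSMUSG00000052187.3, chromosome 7, 103851749 to 103853216) and Hba-x (ENSMUSG00000055609.4, chromosome 11, 32276400 to 32278116). Hbb-y had 534.4 TPM in replicate 1 and 136.9 in replicate 2 (log2 ratio -1.96), and Hba-x 75.5 and 30.7 TPM (-1.27). The adult globins Hba-a1, Hba-a2, Hbb-bs and Hbb-bt were all higher in replicate 2, Hbb-bs at 2531 and 3209 TPM. The caudal Hox genes Hoxc8 (ENSMUSG00000001657.7, chromosome 15, 102990607 to 102994111; -1.18) and Hoxb9 (ENSMUSG00000020875.9, chromosome 11, 96271457 to 96276595; -0.94) were also lower. Hoxc8 had 18.1 and 7.45 TPM and Hoxb9 17.8 and 8.75 TPM. The long noncoding RNA Gm26735 showed the lowest ratio, -3.64, with an interval in replicate 2 of 0.00105 to 4.74 TPM. Gm9493 (-1.36), a processed pseudogene that can share reads with its parent gene, Gm26699 (-1.12), Fam198b (-0.97) and Prr32 (-0.88) completed this direction. Tead1 had a log2 ratio of -1.13 by TPM but -0.44 by TMM-scaled counts.

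Most genes used the same main transcript in both replicates. Of 7124 genes with at least 10 TPM and several annotated transcripts, 6635, or 93.1%, had the same most abundant transcript. The share of the main transcript changed by more than 20 percentage points in 116 genes. The largest changes were in Fxyd5 (transcript Fxyd5-203, 55.1% of the gene in replicate 1 and 0.0908% in replicate 2), Ppp1r26 (Ppp1r26-201, 81.1% and 33.4%) and Gcdh (Gcdh-201, 31.4% and 78.8%). Next came Kcnip3 (Kcnip3-203, 46.1% and 92.0%) and Bckdhb (Bckdhb-201, 33.8% and 78.8%). The credibility intervals of the 2 replicates were separate for the transcripts of Gcdh and Kcnip3 and overlapped for those of Fxyd5, Ppp1r26 and Bckdhb.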

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

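Reads fell on features outside the comparisons, above the 3 counts that a count of 0 allows, and there are no control samples to set them against. Features with numeric identifiers held 14 expected counts in replicate 1 and 9 in replicate 2. With 1 group of 2 samples, neither a sample far from its group nor a difference between groups could be looked for.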

How the results depend on the processing

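No paired analysis was possible because there is 1 group. The counts of detected genes, of detected list members and of lists outside the central range stayed within 1.5 times their main value under each of the other settings tried, at 14004 to 20098 genes, 356 to 428 members and 16 to 18 lists. Each replicate alone gave 15497 to 15840 genes, 391 to 393 members and a Hox median difference of 4.12 to 4.17. The Hox difference of 4.15 was 3.51 with FPKM, 3.88 with the posterior mean and 4.31 without mitochondrial, annotated ribosomal and spike-in RNA. The correlation of 0.994 was 0.968 with a pseudocount of 0.01 and 0.985 with a pseudocount of 0.1. It was 0.985 over the 15661 genes with a mean of at least 1 TPM and 0.993 over genes with a mean count of at least 10. It was 0.995 with FPKM, 0.996 with the posterior mean and 0.998 with CPM, and the causes of these shifts were not tested. Genes beyond counting noise numbered 5435 to 7629 under other scalings and filters and 521 with a 2-fold minimum, which by construction removes smaller differences. The share of genes with the same main transcript was 90.3% at a minimum of 1 TPM, 95.4% at 50 TPM and 99.95% for genes whose main transcript holds at least 60%, which by construction leaves out genes with a close second transcript; the cause of the first 2 shifts was not tested. No list median called outside the random range and no named difference changed direction, whereas the medians of 7 other lists changed sign between scalings, and that of the boundary list ran from -0.03 over members with at least 1 TPM to 0.19 with a pseudocount of 0.1. Of the 17 medians outside the range, 4 moved by more than 1.5 times in at least 1 setting: caudal Hox, Purkinje and GABAergic cerebellar, cranial ganglion and replication-dependent histone genes. Of the 17 inside it, 16 did, all but the astrocyte list, and 2 of these, the forebrain and sex-linked lists, moved from a main value of 0. The number of detected members moved by more than 1.5 times in 6 lists, among them the forebrain factors, 1 in the main setting and 0 to 5 in the others, and the mitochondrial genes, which one setting removes by construction. For the 20 named differences all 80 alternative values kept their direction and 17 moved by more than the SD of the log2 ratio. In simulated data 82% of genes changed 2-fold were called, so some differences of this size were missed even there. The rate in the real libraries, which differ by more than counting noise, was not tested.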

Other observations

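The test on midbrain genes, that on multiciliated genes and that on age-declining genes were written before their lists were looked at; the other 5 tests were chosen after the result was seen, and the length test took a form without pseudocounts after a form with them, and was run over all tested members after a run over called members alone. The test of shared reads was likewise run over all 7 globins after a run over Hbb-y alone. The genes named in the next paragraph were chosen after their values were seen.

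Some developmental regulators had counts in replicate 2 and none in replicate 1. Tfap2d, a transcription factor gene of the midbrain, had 0 expected counts in replicate 1 and 116 in replicate 2, at least 40.3-fold higher against the 3-count floor of replicate 1. Neurog1, a proneural gene, had 0 and 66 counts, at least 22.9-fold higher. Such cases were few in either direction: 5 genes at 0 in replicate 1 and 4 at 0 in replicate 2 had at least 50 counts in the other library. Within the boundary list Fgf17 had 5 and 45 counts and En2 4 and 53, while Otx2 had 555 and 543. Among mitochondrial messengers mt-Co1 (3049 ± 764 TPM) and mt-Co3 (2125 ± 573) had log2 ratios of -0.52 and -0.56, while mt-Atp6 had 0.00. Their counts in replicate 2 were fractional (70884.7, 23022.4 and 77445.7), so reads shared with other features may affect these ratios. Whether shared reads were split differently in the replicates was not tested. In the same list mt-Nd4l had -1.42 (469 and 158 counts) and mt-Nd3 0.24, both with intervals that overlapped between replicates. The nuclear noncoding RNA Malat1 had 5042 and 3013 TPM, a log2 ratio of -0.74.

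Hox genes were lower in replicate 2 and En1 and Cnpy1, which is not in the boundary list, higher, while in that list Pax8 (-0.40) and Pax2 (-0.19) were lower and Gbx2, Otx2 and Wnt1 did not pass the test. Assignment of reads among transcripts of different length does not account for it, since over all 21 tested members of the caudal Hox and boundary lists the median absolute log2 ratio was 1.22 times as large in TMM-scaled counts (0.376) as in TPM (0.308). More midbrain tissue in replicate 2 may account for part. The midbrain list stood at percentile 99.87 of random lists, although only 2 of its 7 genes reached 1 TPM in both replicates. Of 5 tested genes, 3 were higher (Tfap2d, Tal2 with 7 and 111 counts, and Pax7). Dmbx1 (180 and 206 counts) and Otx2, of the boundary list, did not pass the test. The Purkinje and rhombic lip lists also stood high, at percentiles 100 and 99.92, so the shift was not limited to midbrain genes. More caudal tissue in replicate 1 remains open: across 23 Hox genes, which are not independent replicates, paralog number and log2 ratio had a Spearman rho of -0.377 (permutation p = 0.0754) and a Pearson r of -0.489 (permutation p = 0.0126), and rho was -0.214 without Hoxb9 and Hoxc8. Both concern where the tissue was divided, and no biological explanation of these Hox and boundary differences was tested because the design names none.

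The embryonic globins Hbb-y and Hba-x were lower and the adult globins higher in replicate 2. A different amount of blood would move both alike, but the median log2 ratios were 0.23 for 4 adult and -1.27 for 3 embryonic globins, 1.499 apart. Reads shared between globin genes are argued against as the cause by posterior standard deviations of at most 0.915% of the count for all 7 in both libraries, although the adult counts are fractional and so do share reads. A later stage of replicate 2 could produce the pattern and cannot be told apart from other differences between the replicates, because the list of genes that decline with age stood at percentile 30.4, between the bounds set for it, with 3 of 7 tested genes lower and none higher (2 higher and 3 lower when adjusted over the list alone).

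Of 7 choroid plexus genes 6 were lower in replicate 2, and Kl was higher. A lower share of all non-neural tissue is argued against, because the endothelial, pericyte and microglial medians lay at least 0.61 above the choroid plexus median. The meninges and fibroblast list moved with the choroid plexus (median -0.25, 6 of 8 genes lower), so a lower share of these 2 tissues together remains open. Less choroid plexus in replicate 2, from dissection or otherwise, may explain it but is not settled: the multiciliated list, whose cells line the choroid plexus and the ventricles, stood at percentile 2.875, just inside the central range, with 4 of 10 tested genes lower and none higher (6 lower when adjusted over the list alone).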
